A study of Homo sapiens with 60 samples. Its data were reported in "An interleukin 6 responsive plasma cell signature is associated with disease progression in systemic sclerosis interstitial lung disease" (2023).

How the data were processed

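Total RNA of human lung was profiled by bulk RNA sequencing in 60 libraries, 20 from lungs with systemic sclerosis interstitial lung disease (SSc-ILD), 20 from lungs with idiopathic pulmonary fibrosis (IPF) and 20 from normal lungs. Per the study's methods the disease samples were taken at transplantation, and the controls are described only as healthy. Differences from normal lung therefore apply to lungs at transplantation, and an effect of how the tissue was obtained was not tested. The group of each library was taken from its labels, and each library was treated as 1 donor, since nothing in the labels ties libraries to a shared donor. Per the study's methods the reads were aligned and annotated to GRCh38. The aligner, the counting program, the annotation release and the strand setting are not given in the sources used here. The values the authors deposited are raw read counts per gene, with no normalisation, in a table of 58302 genes and in a single file per library, and all 60 single files held the values of their column in the table. No 2 libraries held identical counts, and the highest correlation of log2 values between 2 libraries of a group was 0.970. Gene names, types and positions came from GENCODE release 44 on GRCh38, which named 57532 of the 58302 gene IDs. Genes without a name took at most 0.528% of a library's counts. Total counts ran from 13780613 to 71208884, with a median of 20221375, so that counting error is small for well expressed genes and the spread between donors sets the precision. Without strand, reads of overlapping or antisense genes cannot be told apart, and reads of near-identical copies can be split between them. The immunoglobulin segments, HBA1 and HBA2, SFTPA1 and SFTPA2, HSPA1A and HSPA1B, ORM1, ALPP, HPR and FAM30A, which lies inside the immunoglobulin heavy chain locus, are therefore uncertain as single genes.

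The counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr by group with a minimum count of 10, library sizes were scaled by TMM, and a quasi-likelihood model with robust dispersion and 1 mean per group was fitted to all 60 libraries, which share 1 estimate of the spread. In the main design 20197 genes were tested. Another 25 sex-linked genes were left out of the tests, and sex-linked genes were also left out of the principal components. P-values are two-sided and were adjusted by the Benjamini-Hochberg method within a comparison. A gene was called at an adjusted p under 0.05, a fold change of at least 2 and a mean normalised count above 25, the thresholds stated in the study, which used DESeq2. Levels are given as CPM, the library-size normalised counts computed here, as mean ± SD, and log2 CPM values carry a prior count of 2. Plasma cell scores are the mean log2 CPM of the genes of a skin module or of 4 named genes and were compared by two-sided permutation tests with 100000 resamples, whose smallest possible p is 1e-05, with 95% intervals from 10000 bootstrap resamples. The 33 gene lists were written before the data were examined and were tested with fry of limma 3.58.1 on voom values where at least 4 genes were measured. The fry p asks whether the genes of a list move, on balance, in 1 direction, and does not compare the list with other genes. In all 1 list gene had no matching ID. Of the lists, 4 are modules that the study defined in skin biopsies of a drug trial, from genes lowered by an antibody against the interleukin 6 receptor, and 1 list is the study's short plasma cell signature. For co-expression clusters, the absolute correlation of voom values within a disease was raised to the power 8 and turned into topological overlap, the 20% least connected genes were left out, and the rest were joined by Ward's method into 10 clusters. The fixed number stands in for the dynamic tree method of the study.

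The genes named were chosen by a rule written before the data were examined. It took 14 plasma cell, B cell and interleukin 6 genes, of which 13 are reported here, the 8 highest and 8 lowest called protein-coding genes against normal lung with a mean count of at least 100 and at least 18 of 20 libraries on the same side of the median of the normal lungs, the 5 highest and 5 lowest of IPF against SSc-ILD with at least 15 of 20 libraries, and up to 4 members of each list with the smallest adjusted p. Immunoglobulin and T cell receptor segments were kept out of the highest and lowest genes. Genes whose names were chosen after their values were seen are marked as such. Both diseases were compared with the same 20 normal lungs, so shared calls were set beside simulated unchanged groups and beside a split of the controls. The alternatives tried were DESeq2 1.42.0 size factors and its test, voom with sample quality weights, no low-count filter, only the groups compared in the fit, no fold or mean count threshold, a covariate from sex-linked expression, library sizes without immunoglobulin, mitochondrial and the 50 most abundant other genes, counts thinned to the smallest library, and other scores, pseudocounts and cluster settings. Leaving out libraries was added after seeing the data, except for the 2 libraries farthest from the median score in the co-expression. The analysis was tested on simulated counts with 200 changed genes among those kept by the filter. For SSc-ILD against normal 75% of the 2-fold and 96% of the 4-fold changes were recovered with 4 false calls. For IPF against normal these were 69% and 97% with 7, and for IPF against SSc-ILD 73% and 96% with 8. These figures do not apply the fold threshold of a call. The 2-fold genes had median estimated folds of 2.001, 2.009 and 2.018, close to that threshold. Of the false calls 1, 0 and 2 were also at least 2-fold. The labels give no batch, so a batch effect that follows the groups was not tested.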

Results

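RNA of 60 lung samples was sequenced, 20 with SSc-ILD, the lung disease of the autoimmune disorder systemic sclerosis, 20 with IPF, a lung fibrosis of unknown origin, and 20 normal lungs. Mean total counts were 20999800 ± 6767330 (SD, n = 20) in SSc-ILD, 25876600 ± 13461100 in IPF and 26447300 ± 12016300 in normal lungs, and the groups did not differ at an adjusted p under 0.05 (permutation test, smallest adjusted p = 0.106). Immunoglobulin genes, the antibody transcripts of B cells and plasma cells, took 0.162 ± 0.143% of the counts in normal lungs, 1.61 ± 1.67% in SSc-ILD and 4.31 ± 6.08% in IPF. The share was higher in SSc-ILD (adjusted p = 0.00012) and in IPF (adjusted p = 9e-05) than in normal lungs, and higher in IPF than in SSc-ILD (adjusted p = 0.0366, permutation tests adjusted over 18 library comparisons). IPF replicate 15 alone held 28.6%, and without it the IPF share was 3.03 ± 2.12% (n = 19, adjusted p = 0.0495 against SSc-ILD). Mitochondrial genes took 11.6 ± 8.59% in SSc-ILD, 7.70 ± 3.31% in IPF and 6.47 ± 3.56% in normal lungs. Their share was higher in SSc-ILD than in normal lungs (adjusted p = 0.0355), and 3 SSc-ILD libraries, replicates 1, 4 and 6, lay above 20%. Without these 3 the immunoglobulin share in SSc-ILD was 1.88 ± 1.67% (n = 17) and its difference from IPF did not pass (adjusted p = 0.139). On the first principal component, which held 36.7% of the variance, normal lungs lay at -74.6 ± 48.1, SSc-ILD at 14.5 ± 67.9 and IPF at 60.1 ± 46.3, and 1 normal library lay apart from the other normal libraries, at 83.4.

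**Figure D1:**
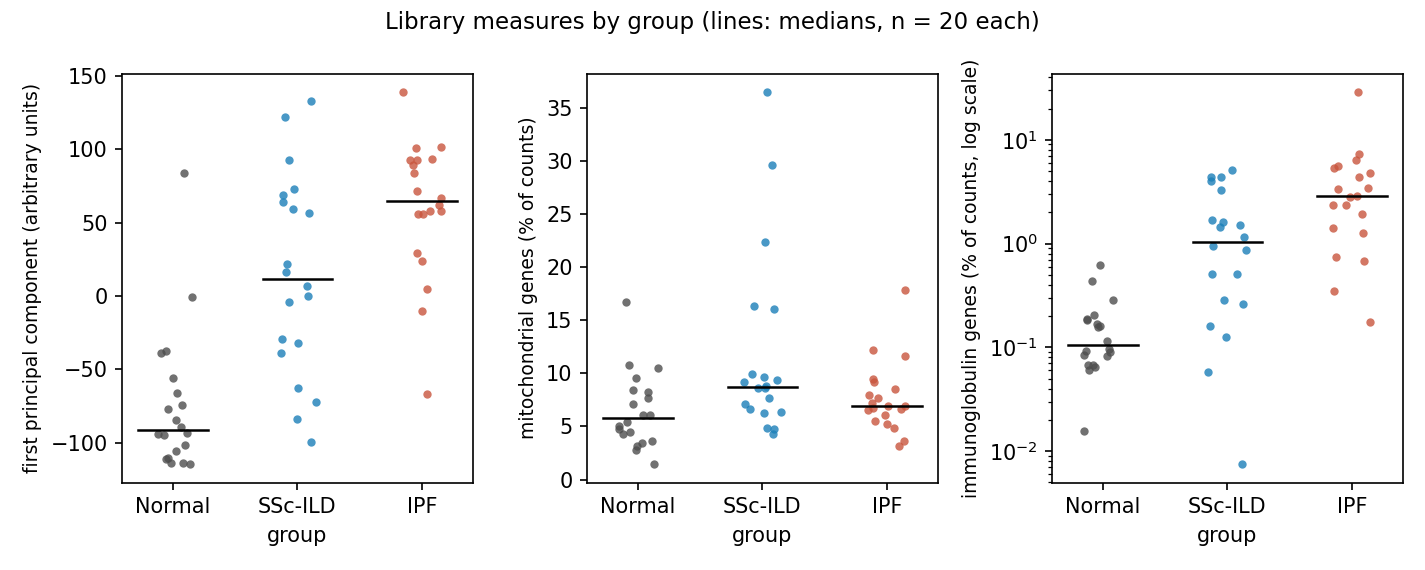
First principal component of log2 CPM in arbitrary units, mitochondrial share and immunoglobulin share of the counts in percent (the last on a log axis) for each library of the 3 groups, with n = 20 per group and lines at the medians. Immunoglobulin shares averaged 0.162% in normal lungs, 1.61% in SSc-ILD and 4.31% in IPF.

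The first comparison asked how SSc-ILD lungs differ from normal lungs and whether plasma cell genes are among the differences. Plasma cell genes rose in SSc-ILD. MZB1, an endoplasmic reticulum protein of antibody-secreting cells, was at 51.6 ± 53.9 CPM in SSc-ILD and 7.47 ± 5.60 CPM in normal lungs (SD, n = 20 each), 6.92-fold higher (log2 2.79, SE 0.50), and JCHAIN, which joins IgA and IgM units, rose 9.78-fold (log2 3.29, SE 0.48). Basal epithelial genes rose, with the keratins KRT14 (log2 6.24, SE 0.94) and KRT5 (log2 4.57, SE 0.90) and the hemidesmosome collagen COL17A1 (log2 3.90, SE 0.58). Genes of neutrophils and monocytes fell, among them the calgranulins S100A12 (log2 -4.09, SE 0.58) and S100A8 (log2 -3.61, SE 0.44), 12.2-fold lower in SSc-ILD. By edgeR's quasi-likelihood test 1326 genes were higher and 619 lower, and 144 of 174 tested immunoglobulin genes were among those higher.

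The other plasma cell genes of the short signature were also higher in SSc-ILD. POU2AF1, a B cell transcription coactivator, rose 5.68-fold (log2 2.51, SE 0.45), DERL3, a factor of protein degradation at the endoplasmic reticulum, 4.98-fold (log2 2.32, SE 0.39), and the long non-coding RNA FAM30A 5.95-fold (log2 2.57, SE 0.55), with edgeR adjusted p between 9.24e-06 for DERL3 and 0.000268 for FAM30A. On GRCh38, MZB1 (ENSG00000170476) lies on chromosome 5 from 139387467 to 139390081, POU2AF1 (ENSG00000110777) on chromosome 11 from 111352255 to 111455630, DERL3 (ENSG00000099958) on chromosome 22 from 23834503 to 23839128 and FAM30A (ENSG00000226777) on chromosome 14 from 105879976 to 105932642. TNFRSF17, the receptor BCMA of plasma cells, rose 5.37-fold (edgeR adjusted p = 0.000232) and CD79A, the signalling chain of the B cell receptor, 4.51-fold (0.000972). SDC1, which encodes CD138 of plasma cells and is also made by epithelium, rose 1.79-fold (0.00285), below the fold threshold. MS4A1, which encodes CD20 of B cells, stood at 2.76-fold (edgeR adjusted p = 0.0614) and CD38 at 1.48-fold (0.0578), neither of which passed. IL6, the cytokine, was at 62.1 ± 73.3 CPM in SSc-ILD and 132 ± 181 CPM in normal lungs (edgeR adjusted p = 0.186). Its receptor IL6R fell by 0.64 on the log2 scale (0.00848), below the fold threshold. IL6ST, the shared signalling receptor, had a log2 change of 0.01 (0.974).

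The other genes that the naming rule took as highest in SSc-ILD were SLC5A5, the sodium iodide symporter (log2 6.08, SE 0.82), the homeobox gene MEOX1 (4.79, SE 0.58), the protease ADAMTS16 (4.78, SE 0.90), the serpin SERPINB5 (4.68, SE 0.85) and VTCN1, an immune checkpoint ligand (4.005, SE 0.75). Those it took as lowest included PI3, the elastase inhibitor elafin (-3.85, SE 0.60), PROK2 (-3.71, SE 0.64), the fatty acid receptor FFAR2 (-3.54, SE 0.56), PADI4, which citrullinates histones (-3.45, SE 0.58), CD177 of neutrophils (-3.42, SE 0.56) and MGAM (-3.34, SE 0.46). All of these had an edgeR adjusted p of 4.94e-05 (ADAMTS16) or less.

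Genes of a list were counted as higher or lower at an edgeR adjusted p under 0.05, without the fold and mean count thresholds. Of 12 basal and basaloid epithelial genes, 11 rose in SSc-ILD (11 adjusted over the list alone), of 11 airway secretory genes 8 (10), led by MSMB, MUC5AC and SCGB3A1, and of 11 ciliated cell genes 5 (5). Of 27 fibrillar matrix and activated fibroblast genes 19 rose (21), among them FNDC1 (log2 3.82), the collagen COL14A1 (2.41) and the matrix protein POSTN (3.17). Of 8 systemic venous endothelial genes 6 rose (6), such as COL15A1 (1.71), and of 12 alveolar capillary genes 10 fell (11, and 6 past all thresholds), such as CA4 (-2.37) and FCN3 (-2.41). Of 14 monocyte and neutrophil genes 13 fell (13), of 12 NK and cytotoxic genes 9 (10), with the cytolysin GNLY at -2.11 and perforin PRF1 at -1.98, of 12 alveolar type 1 genes 5 (5), with AGER at -1.80, and of 11 alveolar macrophage genes 3 (3), with the scavenger receptor gene MARCO at -0.85 not passing. Of 16 interleukin 6 pathway and acute phase genes 6 fell (6, and 2 past all thresholds), with SAA1 at -2.25 and CEBPB at -0.68. Of 5 cartilage genes 2 rose (2) and of 8 smooth muscle genes 1 (1), DES. Of 17 other plasma cell genes 8 rose (9, and 5 past all thresholds), and all 4 genes of the short signature did (4), a list the study chose with these lungs in view and so not independent evidence.

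Of the 32 lists tested with limma's fry, 11 were higher and 6 lower in SSc-ILD at an adjusted p under 0.05. Those higher were the short signature (0.00274), other plasma cell (0.0141), ciliated (0.0396), secretory (0.00277), basal (3.49e-06), venous (3.41e-07), matrix (0.000151), smooth muscle (0.00151), cartilage (1.81e-06) and the skin modules PD-3 and PD-4 (0.00151 each), and those lower were NK (6.52e-08), alveolar macrophage (0.0356), monocyte and neutrophil (6.52e-08), type 1 (0.0153), capillary (6.99e-05) and interleukin 6 (0.0306). Of 41 measured PD-4 genes 19 rose (20 adjusted over the list alone) and 5 fell (6), with the matrix gene FNDC1 first. Of 16 B cell genes 5 rose (7, and 1 lower, adjusted over the list alone), but the list did not pass (adjusted p = 0.812). The lists of T cell (0.0618), alveolar type 2 (0.271), mast cell (0.330), lymphatic (0.686), interferon (0.133), secretory pathway (0.360), immediate early (0.713) and mesothelial genes (0.648) did not pass, nor did PD-2 (0.686). In 4 further lists that did not pass, median, mean and test differed in sign. They were lymphoid aggregate (median -0.20, mean 0.19, test higher, 0.812), SPP1 macrophage (-0.13, 0.20, lower, 0.989), erythroid (-0.83, -1.03, higher, 0.423) and proliferation genes (-0.11, -0.06, higher, 0.594). PD-1 did not pass either, with a median near 0 and a mean of 0.46 (0.686). The alveolar macrophage (fry adjusted p from 0.0674 to 0.2755) and ciliated lists (0.0517 to 0.0673) lost their call without the libraries above 20% mitochondrial counts, with quality weights and with only the groups compared, and the interleukin 6 list with quality weights (0.172).

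The second comparison asked whether IPF lungs show the same. Plasma cell genes rose in IPF too, with MZB1 at 121 ± 199 CPM (SD, n = 20), 16.3-fold above normal lung (log2 4.02, SE 0.53), POU2AF1 at 12.9-fold, FAM30A at 14.6-fold, DERL3 at 8.003-fold and JCHAIN at 14.9-fold (log2 3.90, SE 0.49). B cell genes rose too, with CR2, a complement receptor of B cells and follicular dendritic cells, 39.0-fold higher (log2 5.29, SE 0.72) and MS4A1 7.58-fold (log2 2.92, SE 0.66), and so did CXCL13, the chemokine that draws B cells into follicles (39.9-fold, log2 5.32, SE 0.75). Airway genes rose, such as LY6D (101-fold, log2 6.66, SE 0.84), MSMB (log2 6.13, SE 0.97) and the mucin MUC5AC (log2 5.59, SE 1.05). Genes of alveolar cells fell, such as AGER of type 1 cells (-2.96, SE 0.49) and the lipid transporter ABCA3 of type 2 cells (-2.56, SE 0.46). By edgeR's test 1865 genes were higher and 895 lower in IPF, and 148 of 174 tested immunoglobulin genes were among those higher.

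The other genes that the naming rule took as highest in IPF were KRT14 (5.99, SE 0.93), the glutathione transferase GSTA2 (5.46, SE 0.83) and SLC5A5 (5.35, SE 0.80). Those it took as lowest were ORM1, an acute phase protein (-4.82, SE 0.725), ITLN2 (-4.49, SE 0.71), the IL-33 receptor IL1RL1 (-4.12, SE 0.66), ANKRD1 (-3.85, SE 0.85), S100A12 (-3.69, SE 0.57), ALPP (-3.68, SE 0.55), IL1A (-3.60, SE 0.59) and the fibrinogen chain FGA (-3.55, SE 0.82), with edgeR adjusted p up to 0.000435 for FGA. CD79A rose 13.8-fold (edgeR adjusted p = 1.89e-07) and TNFRSF17 6.68-fold (2.34e-05). SDC1 rose 1.64-fold (0.00727) and CD38 1.53-fold (0.0296), both below the fold threshold. IL6 was at 91.1 ± 110 CPM (0.520), IL6ST had a log2 change of -0.19 (0.329), and IL6R fell by 0.87 (0.000233), below the fold threshold.

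In IPF all 11 ciliated genes rose (11 adjusted over the list alone), 10 of 11 secretory (10), 11 of 12 basal (11, and 1 lower), 17 of 27 matrix (17), all 8 venous (8) and all 8 smooth muscle genes (8), with MYH11 at log2 1.56. Of 16 B cell genes 14 rose (14), of 17 other plasma cell genes 14 (14, and 8 past all thresholds), with ITM2C at 1.28 and FCRL5 at 3.99, and of the 4 signature genes 4 (4). Of 13 lymphoid aggregate and germinal centre genes 5 rose (5) and 2 fell (2), with FDCSP of follicular dendritic cells at 5.68 and BCL6 at -0.78, and of 9 mast cell genes 5 rose (7) and 1 fell (1), GATA2. Among alveolar and blood-derived cell genes, 11 of 12 type 2 (12), 11 of 12 type 1 (11), 10 of 12 capillary (12), 8 of 11 alveolar macrophage (10), 13 of 14 monocyte and neutrophil (13) and 8 of 12 NK genes (8) fell. Of 17 interferon response genes 8 fell (10, and 1 past all thresholds), such as ISG15 (-0.87), and of 16 interleukin 6 pathway genes 5 (4, and 1 past all thresholds), such as CEBPB (-0.93). Of 5 cartilage genes 3 rose (3) and 1 fell (1).

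Fry called 15 lists higher and 8 lower in IPF. The adjusted p were 3.31e-07 for the short signature, 2.39e-06 for other plasma cell and for smooth muscle, 0.000545 for B cell, 0.0194 for lymphoid aggregate, 0.0121 for mast cell, 2.73e-05 for ciliated and for PD-4, 5.85e-06 for secretory, 1.61e-07 for basal, 2.88e-08 for venous, 5.68e-06 for matrix, 6.15e-08 for cartilage, 1.27e-07 for PD-3 and 0.0471 for PD-1. Of 41 measured PD-4 genes 19 rose (20 adjusted over the list alone) and 9 fell (10). In PD-1 the median was -0.01 against a mean of 0.94, and 11 of 31 measured genes rose and 7 fell. The PD-1 call was lost under 5 alternatives (0.0524 to 0.0760), among them the sex-linked covariate and the fit of only the groups compared. The lower lists were NK (2.77e-05), alveolar macrophage (0.000840), monocyte and neutrophil (1.27e-07), type 1 (5.68e-06), type 2 (7.45e-05), capillary (3.43e-06), interferon (0.0338) and interleukin 6 (0.0269, or 0.0576 with quality weights). The lists of T cell (0.444), SPP1 macrophage (0.149), lymphatic (0.162), secretory pathway (0.106, though lower at 0.0230 to 0.0468 under 4 alternatives), immediate early (0.510) and mesothelial genes (0.444) and PD-2 (0.148) did not pass. Nor did erythroid (median -1.68, test higher, 0.898) and proliferation genes (median -0.36, test higher, 0.709), where median and test differed in sign. Of 4 measured erythroid genes 2 fell (3 adjusted over the list alone). Only 3 adipocyte genes were measured, too few for the test, and PLIN1 rose in SSc-ILD (log2 1.78) and in IPF (1.30). SPP1 itself rose in SSc-ILD (1.97) and in IPF (2.98).

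**Figure D2:**
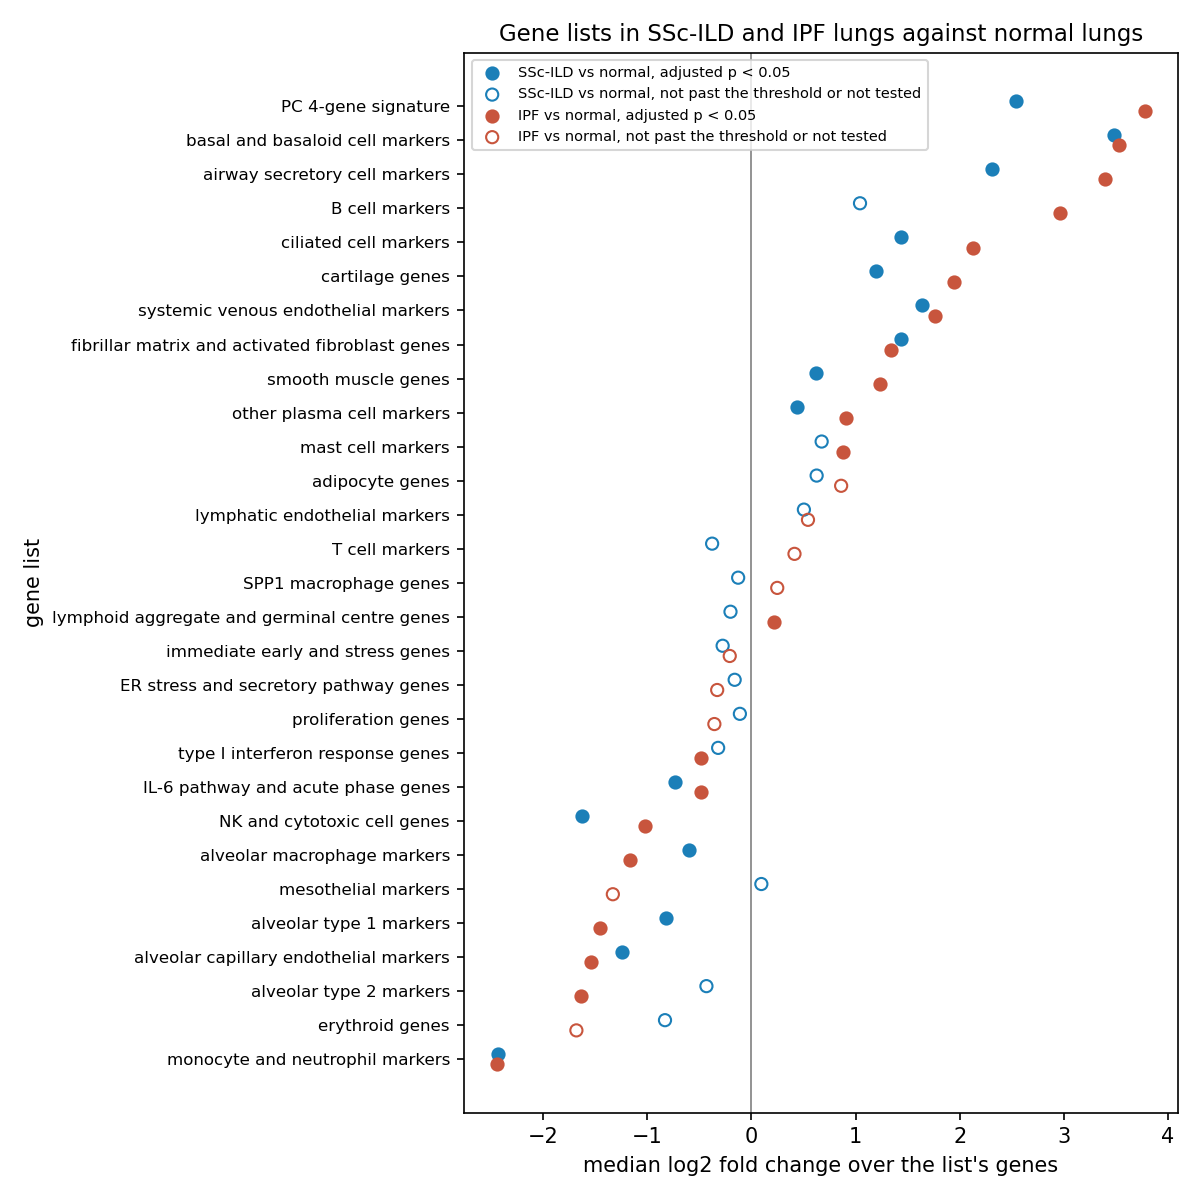
Median log2 fold change against normal lung over the measured genes of each list that is not a skin module, for SSc-ILD and IPF (n = 20 libraries per group). Filled points had a fry adjusted p under 0.05, and open points did not pass or, for adipocyte genes, were not tested. Monocyte and neutrophil genes had medians of -2.43 in SSc-ILD and -2.44 in IPF.

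The plasma cell module of skin (PD-3), defined in skin biopsies of a drug trial, was then scored in the lungs. Of its 44 genes, 36 of them annotated as immunoglobulin gene segments and the others including JCHAIN and IGLL5, 43 rose in SSc-ILD (44 adjusted over the list alone) and 44 in IPF (44), among them IGHA1, the constant gene of IgA1 (log2 3.07 in SSc-ILD). The mean log2 CPM over the module was 1.79 ± 1.02 in normal lungs, 4.15 ± 2.22 in SSc-ILD and 5.88 ± 1.59 in IPF (SD, n = 20 each). SSc-ILD lay 2.36 above normal lungs (SE 0.55, 95% bootstrap interval 1.28 to 3.38, permutation adjusted p = 0.000255), with 17 of 20 libraries above the normal median. IPF lay 4.09 above (SE 0.42, interval 3.28 to 4.89, adjusted p = 3e-05, the smallest the permutations allow after adjustment), with 20 of 20 libraries above it. The 4-gene score was 2.05 ± 0.82 in normal lungs, 3.89 ± 1.83 in SSc-ILD and 5.22 ± 1.41 in IPF, so that SSc-ILD lay 1.84 (SE 0.45, adjusted p = 0.00039) and IPF 3.16 (SE 0.36, adjusted p = 3e-05) above normal lungs. These 4 genes were picked with these lungs in view and are not independent evidence.

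**Figure D3:**
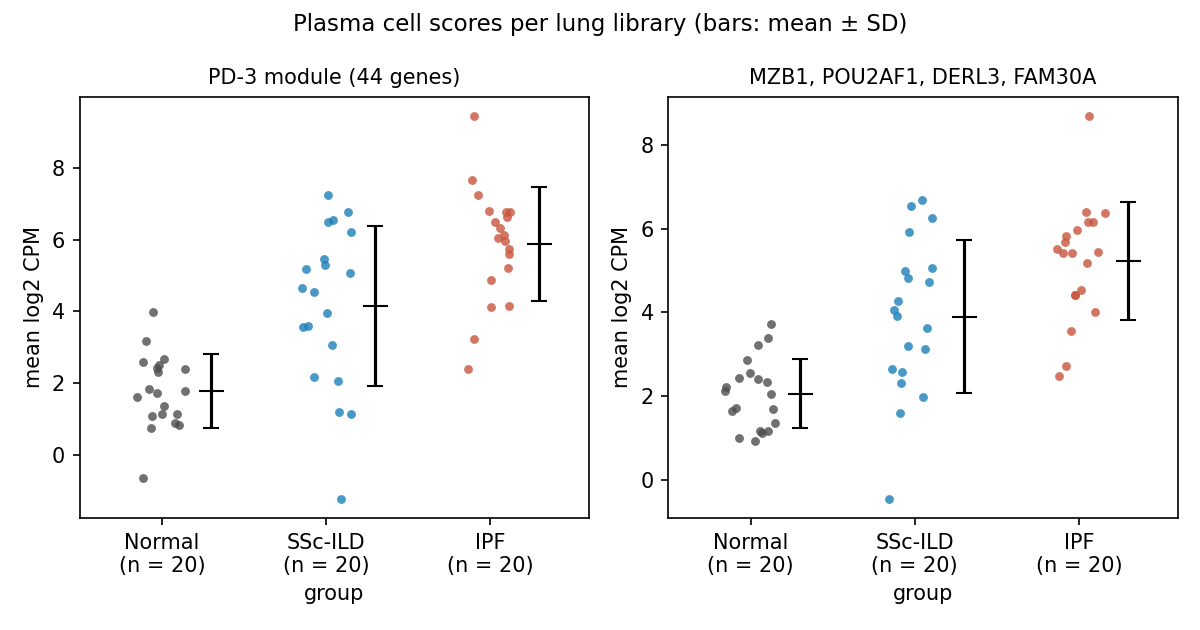
Mean log2 CPM of the PD-3 module and of the 4 signature genes in each lung library, by group, with bars at the mean and 1 SD (n = 20 per group). Module means were 1.79 in normal lungs, 4.15 in SSc-ILD and 5.88 in IPF.

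The third comparison set IPF against SSc-ILD directly. Genes higher in IPF included CR2 6.85-fold (log2 2.78, SE 0.63), CXCL13 6.22-fold (2.64, SE 0.65), FCRL3 4.26-fold (2.09, SE 0.46), the B cell gene TCL1A (log2 4.085, SE 0.77) and LTF, which encodes lactoferrin (2.23, SE 0.55). Genes lower in IPF included ABCA3 (log2 -1.81, SE 0.45), LGI3 (-2.22, SE 0.57), NECAB1 (-2.20, SE 0.47), the secretin receptor SCTR (-1.96, SE 0.45) and CRTAC1 (-1.88, SE 0.40). By edgeR's test 42 genes were higher and 41 lower, 21 of the 42 were immunoglobulin genes, and 2548 genes had an unadjusted p under 0.05. These 5 higher and 5 lower genes had edgeR adjusted p between 0.00821 (TCL1A) and 0.0423 (LGI3). MZB1 (log2 1.23, edgeR adjusted p = 0.208), POU2AF1 (1.19, 0.180), FAM30A (1.29, 0.244), DERL3 (0.68, 0.453), JCHAIN (0.61, 0.603), CD79A (1.62, 0.103), MS4A1 (1.46, 0.284), TNFRSF17 (0.31, 0.831), SDC1 (-0.13, 0.854), CD38 (0.05, 0.954), IL6 (0.55, 0.769), IL6R (-0.24, 0.654) and IL6ST (-0.20, 0.643) did not pass. The module score was 1.73 higher in IPF (SE 0.61, interval 0.58 to 2.93, permutation adjusted p = 0.00658, 16 of 20 IPF libraries above the SSc-ILD median) and the 4-gene score 1.33 (SE 0.52, adjusted p = 0.0131, 17 of 20).

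Between IPF and SSc-ILD, fry called 6 lists higher in IPF, the B cell (adjusted p = 0.0244), T cell (0.0292), short signature (0.0292), other plasma cell (0.0420) and ciliated lists (0.0420) and PD-3 (0.0265), and 1 lower, alveolar type 2 (0.0265). Over all genes 7 of 16 B cell genes rose (15 adjusted over the list alone), 5 of 44 PD-3 genes (34), none of the 13 T cell (7), 17 other plasma cell (9), 4 signature (3) or 11 ciliated genes (0), and 1 of 12 type 2 genes fell (12). Of the 13 lymphoid aggregate genes 2 rose (4, and 1 lower, adjusted over the list alone), CXCL13 and FDCSP, with the list itself not passing (0.0616). Of the others that did not pass, the monocyte and neutrophil (median -0.00, mean 0.06), basal (-0.04, -0.01), matrix (-0.09, -0.05) and PD-4 lists (-0.00, 0.02) had a median below 0 and a test direction of higher, with adjusted p of 0.539, 0.252, 0.486 and 0.413. Leaving out the 3 SSc-ILD libraries of high mitochondrial share left 2 genes higher and 8 lower and no list called, with the 4-gene score at 1.01 (permutation adjusted p = 0.0621, which did not pass), and a fit on these 40 libraries alone gave 7 and 13 genes and no list. Leaving out IPF replicate 15, the library with the most immunoglobulin counts, left 2 genes higher and 13 lower. The other plasma cell list also lost its call then (fry adjusted p = 0.0726), with quality weights (0.117) and with the sex-linked covariate (0.0537). Quality weights also added calls by fry. The alveolar type 1 (0.00139), alveolar macrophage (0.0198) and mesothelial lists (0.00445) became lower in IPF, and the secretory (0.0186) and smooth muscle lists (0.0120) higher.

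Both diseases shared calls against normal lung. Of the 20197 genes, 1219 were higher and 476 lower in both, against 122.4 and 27.4 expected from independent lists, and 91.9% of the genes higher in SSc-ILD were also higher in IPF, and 76.9% of those lower were also lower. Of the genes called in IPF, 65.4% of those higher and 53.2% of those lower were also called in SSc-ILD. Simulated unchanged groups against the same controls shared 0 genes in 8 runs, where edgeR also called 0 in a single comparison. With 0 called in a single comparison no gene could be shared. These runs therefore cannot show how many shared calls the common controls produce by themselves, which only the splits of the controls address. The log2 fold changes of both comparisons had a correlation across genes of 0.922 (0.169 simulated) and a covariance of 0.727 (0.00706 simulated), where genes are not independent replicates. With separate controls the median correlation was 0.793. With 10 controls for each disease, over 8 splits, a median of 718.5 genes were higher (617 to 860) and 329 lower in both (293 to 361), beside 86.0 and 24.4 expected from independent lists. HPR, a haptoglobin-related gene named after its values were seen, was the 1 gene called in opposite directions, higher in SSc-ILD (log2 1.96) and lower in IPF (-2.20), and its SD in SSc-ILD, 30.7 CPM, exceeded its mean of 8.87 CPM.

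The 4-gene score followed the other module genes within each group, but the study chose these genes partly for their correlation in these lungs, so the correlation and its p are no independent evidence. Pearson's r was 0.976 in SSc-ILD (Spearman's rho 0.973) and 0.963 in IPF (rho 0.946), each with a permutation p of 1e-05, the smallest possible, and 1.5e-05 after adjustment over the 3 groups. In normal lungs r was 0.706 (permutation p = 0.00041, adjusted 0.00041) and rho 0.639 (0.00275, adjusted 0.00275), over a narrower range of the score. Without the 2 libraries farthest from the median score r was 0.960, 0.931 and 0.533 in SSc-ILD, IPF and normal lungs. No batch is named in the labels, so values within batches were not computed.

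**Figure D4:**
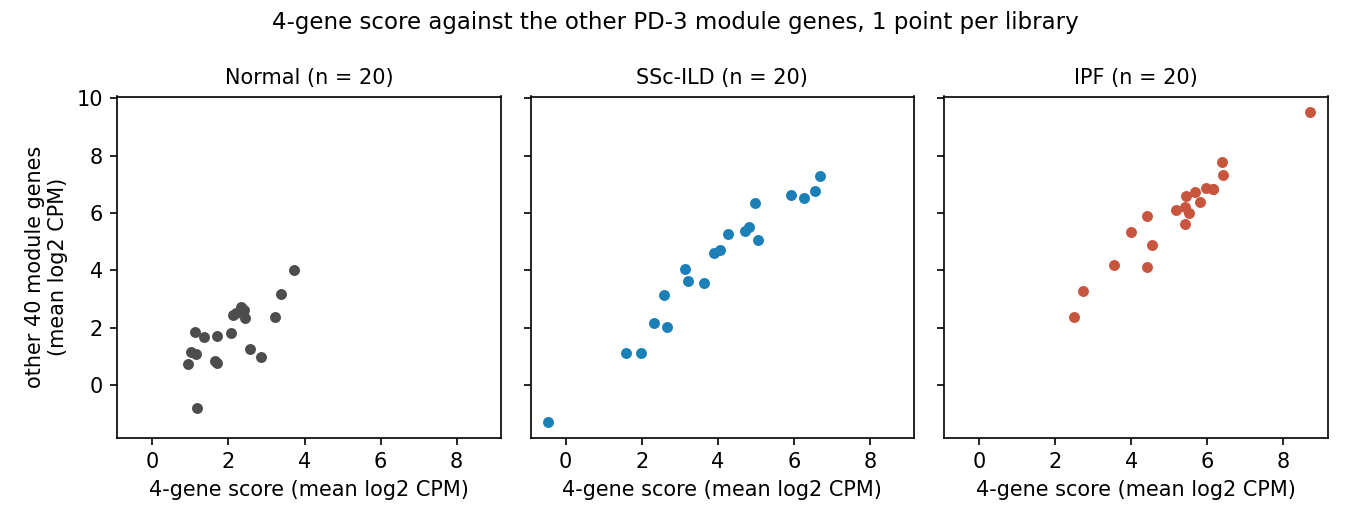
Mean log2 CPM of the 4 signature genes (x) against that of the other module genes (y), 1 point per library, in normal, SSc-ILD and IPF lungs (n = 20 each). Pearson's r was 0.706, 0.976 and 0.963.

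Clustering the genes called in SSc-ILD put 200 of 1556 clustered genes into a plasma cell cluster, 144 of them immunoglobulin genes, and it held all 43 PD-3 genes that were clustered (5.53 expected, Fisher's exact test, adjusted p = 2.68e-40). It also held 5 of 10 PD-1 genes (adjusted p = 0.00976), 4 of them lambda segments such as IGLV3-25, and none of 9 PD-2 or 13 PD-4 genes. In IPF the plasma cell cluster had 214 of 2208 genes, 137 of them immunoglobulin genes, with 41 of 44 PD-3 genes (adjusted p = 2.78e-39), 6 of 12 PD-1 genes (adjusted p = 0.000868), 4 of them the same lambda segments, and none of the 11 PD-2 or 12 PD-4 genes. It lacked JCHAIN, IGHA1 and IGHA2, which the SSc-ILD cluster held, and it included HBA1, ALAS2, FOXP3, TIGIT and GZMK. The clustering was not repeated without IPF replicate 15, the library with the most immunoglobulin counts. In each disease the plasma cell cluster is the one that held most PD-3 genes, so its p for PD-3 is no independent evidence. Fisher's test also takes genes as independent, while immunoglobulin segments of a cluster move together. The clusters of SSc-ILD and IPF shared 162 genes, 133 of them immunoglobulin genes. The PD-2 list had 21 higher and 14 lower of 202 measured genes in SSc-ILD (13 and 10 adjusted over the list alone) and 20 and 35 in IPF (18 and 28).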

Values the study reported

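The study analysed 20 SSc-ILD, 20 IPF and 20 control lungs and took genes with an adjusted p below 0.05, an absolute fold change of at least 2 and a mean count above 25. Its plasma cell module of skin had 44 genes. The SSc-ILD lung module that overlapped it most held 195 genes, of which 133 encoded immunoglobulins.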

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

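Chosen only after the result was seen were the tests that left out libraries, the test of the module against the median gene of each library, and all tests of the normal library. IPF and SSc-ILD differed in 2 scores, 7 gene lists and 16 named genes, each by a test of the difference itself. Without the 3 SSc-ILD libraries of high mitochondrial share none of the 7 lists passed by fry (0.0638 to 0.175), nor with only the groups compared (0.0735 to 0.0805), and 2 genes were higher and 8 lower without those libraries and 2 and 13 without IPF replicate 15. The plasma cell module score was 1.73 higher in IPF (permutation adjusted p = 0.00658, 16 of 20 IPF libraries above the SSc-ILD median) and the 4-gene score 1.33 (0.0131, 17 of 20). In the 7 lists that limma's fry called, the median log2 differences over the measured genes were 1.57 for PD-3, 1.21 for the short signature, 0.48 for other plasma cell, 1.90 for B cell, 0.81 for T cell, 0.67 for ciliated and -1.46 for alveolar type 2 genes. Among genes by edgeR's test, CR2 (log2 2.78, 15 of 20 IPF libraries on that side), CXCL13 (2.64, 15), LTF (2.23, 16), FCRL3 (2.09, 19), TCL1A (4.085, 18), VPREB3 (2.39, 17) and FDCSP (3.04, 13) were higher in IPF, as were IGHV3-23 (2.55, 17), IGHG3 (3.02, 14), IGHV1-18 (2.21, 16) and IGHJ4 (1.86, 17), which as antibody segments are uncertain as single genes. LGI3 (-2.22, 18), NECAB1 (-2.20, 19), SCTR (-1.96, 19), CRTAC1 (-1.88, 20) and ABCA3 (-1.81, 19) were lower.

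Other splits of the libraries into 20 and 20 were tried for each comparison, 40 splits with the real one. For the genes called, the real split was the 1 with as many, at 1945 against at most 948 for SSc-ILD and normal lungs, 2760 against 62 for IPF and normal lungs and 83 against 2 for IPF and SSc-ILD. For the lists called it was also the 1 split with as many, at 17 against at most 5, 23 against 1 and 7 against 6. The third group was kept in each fit. In that fit chance can be excluded at the level of 1 in 40, with the lists between IPF and SSc-ILD close to the highest other split, and with only the groups compared no list was called between them, so there it holds only for the fit used.

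For the plasma cell module between IPF and SSc-ILD, the tables argue against 2 technical explanations as the whole cause. Without the IPF library of the highest immunoglobulin share the difference was 1.54 (permutation adjusted p = 0.0131). A few genes taking most of the counts would shift all other genes of a library alike, but relative to the median tested gene of each library the module was still 1.68 higher in IPF (SE 0.60, permutation p = 0.00742). Without the 3 SSc-ILD libraries of high mitochondrial share it was 1.26 (0.0401), but fry on the same genes no longer passed (0.119, where its alternatives ran from 0.0151 to 0.119), nor did the 4-gene score, at 1.01 (0.0621). The test as written named only the score, which would have excluded those libraries as the cause, and fry was added to it after all results were known, so that this stays open. A larger number of antibody-secreting cells in IPF is a candidate explanation, which bulk counts do not separate from more RNA per cell, and a batch that follows the groups was not tested. Treatment and age of the donors are not in the labels and were not tested either. The paper states that the patients with IPF differ in their demographics.

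Monocyte and neutrophil genes were lower in both diseases, 13 of 14 in each, with medians of -2.43 in SSc-ILD and -2.44 in IPF. Of 4 measured erythroid genes 2 were also lower in IPF (median -1.68) and 0 in SSc-ILD (median -0.83). With a score of erythroid genes as a covariate 13 of the 14 monocyte and neutrophil genes were still lower in each (medians -2.57 and -2.51). This argues against residual blood, as far as red cell genes mark it, as the whole cause. Without the SSc-ILD libraries of high mitochondrial share 13 were still lower in SSc-ILD (median -2.31), and with counts thinned to the smallest library 13 in each (medians -2.42 and -2.42), which argues against RNA quality in those libraries and depth. Recruitment of these cells in the normal lungs, before or during sampling, may contribute and was not tested.

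Among the normal libraries 1 lay apart from the others on the first principal component, at 83.4 against a normal mean of -74.6. A first test of a mislabelled disease library found 3 of 3 disease scores within the range of the other normal libraries, with the 4-gene score at 2.85 (0.933 to 3.71), the venous score at 5.06 (2.43 to 6.35) and the matrix score at 5.49 (3.68 to 7.10), and it counted against mislabelling. A second test, made after that result was seen, placed the library 65.9% of the way from the other normal libraries to the disease libraries over 1042 genes unrelated to airway scores, of 2188 called in both diseases without it, where the other normal libraries ran from -28.3% to 36.5% and 6 SSc-ILD libraries lay below it. The tests pull in opposite directions, so whether the library was mislabelled stays open. For a piece rich in airway epithelium, 3 of 4 scores lay beyond the other normal libraries, with ciliated at 8.13 (highest other 5.68), basal at 5.50 (3.12) and alveolar type 2 at 6.56 (lowest other 7.72), and secretory within them at 6.72 (highest 7.19). The first bound, all 4 scores, was missed and counted against this explanation, a second bound of 2, set after the count was seen, was met, and the question stays open. The count is the same 3 of 4 for both bounds.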

How the results depend on the processing

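The settings that leave out libraries were chosen after the data were seen, except for the 2 farthest from the median score in the co-expression, and the others were set before. Of 219 alternative values for 27 results 195 kept their direction and side of the threshold, or stayed within 1.5 times for counts, and 24 did not. That tally leaves out the refits without each library in turn. Between IPF and SSc-ILD 12 of 40 such counts of genes higher and 13 of 40 lower moved over 1.5 times. Plasma cell scores against normal lungs passed under every alternative tried, with the module difference in SSc-ILD from 1.99 (the 8 genes not annotated as immunoglobulin segments) to 2.81 (without the libraries of high mitochondrial share) on the log2 scale. Without a fold threshold 2891 genes were higher and 3125 lower in SSc-ILD, 3554 and 4446 in IPF, 4985 were shared and 84 were lower in IPF than in SSc-ILD, as fewer conditions were applied. Between IPF and SSc-ILD the genes higher and lower were 109 and 84 by DESeq2, 810 and 207 by voom with quality weights, 7 and 13 with only the groups compared, 2 and 8 without the libraries of high mitochondrial share (SSc-ILD replicates 1, 4 and 6), and 2 and 13 without IPF replicate 15, against 42 and 41, and the cause was not tested. In these alternatives the lists called were 0 higher and 0 lower without the libraries of high mitochondrial share and with only the groups compared by limma's fry, 4 lower with quality weights and 2 lower without the normal library apart, and the cause was not tested. The 4-gene score between IPF and SSc-ILD was 1.01 without the libraries of high mitochondrial share (p = 0.0621), and the immunoglobulin share differed by 2.43 percentage points (p = 0.139). Single genes were also followed through 11 alternatives. Of those past the threshold, 20 of 107 in SSc-ILD and 6 of 127 in IPF were weaker under at least 1 alternative. Between IPF and SSc-ILD this held for 15 of 17. HBA1 in IPF reversed with DESeq2, at a log2 change of 0.34, and as a near-identical copy of HBA2 it is uncertain. Leaving out each library, genes higher and lower ranged from 1049 to 1757 and 558 to 696 in SSc-ILD and from 1740 to 1987 and 832 to 993 in IPF. Each of these highest counts came without normal replicate 14, the library apart on the first principal component. With all libraries 1326 genes were higher in SSc-ILD, against 1757 without that library. The counts ranged from 2 to 94 and 13 to 95 between IPF and SSc-ILD. Between them, the count higher was 14 without SSc-ILD replicate 1, 25 without 3, 14 without 5, 24 without 6, 13 without 9, 15 without 15 and 94 without 16, and 27 without IPF replicate 1, 20 without 9, 81 without 13, 19 without 14 and 2 without 15. The count lower was 15 without SSc-ILD replicate 1, 13 without 5, 16 without 9 and 17 without 15, and 24 without IPF replicate 1, 63 without 5, 27 without 6, 22 without 9, 21 without 11, 22 without 12, 95 without 13, 20 without 14 and 13 without 15. No paired analysis was possible because the labels tie no library of a group to one of another. Depth limits genes with few counts. With counts thinned to the smallest library the genes higher and lower were 1080 and 525 in SSc-ILD, 1564 and 785 in IPF, and 32 and 35 between them.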

Other observations

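All tests of this part were chosen only after the data were seen, and those of IgG and interleukin 6 are hypotheses formed from these data. IgG was hypothesised to take a larger share of heavy chain constant counts in the disease lungs. It took 38.9 ± 15.4% in normal lungs, 40.8 ± 14.3% in SSc-ILD and 47.1 ± 17.9% in IPF (SD, n = 20 each), with a smallest adjusted p of 0.314 (permutation test), which did not pass. The written form of this test would have excluded the hypothesis at such a p, and this was changed to open after the p was known, because a missed threshold excludes nothing. IgM took 17.3 ± 8.20% in normal lungs, 13.2 ± 12.8% in SSc-ILD and 7.61 ± 7.97% in IPF, where it was lower than in normal lungs (adjusted p = 0.003, 1 of 20 IPF libraries above the normal median). IgA took 43.7%, 46.0% and 45.3%.

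Plasma cell expression was hypothesised to follow IL6 mRNA across the lungs of a disease. Spearman's rho between IL6 and the 4-gene score was -0.0632 in SSc-ILD and 0.194 in IPF, with a smallest adjusted p of 0.527 over 15 relations, so the hypothesis was not borne out and is not excluded. For its receptor IL6R in IPF Pearson's r was 0.532 (adjusted p = 0.0455) but rho 0.359 (0.256), and r was 0.347 without the 2 libraries farthest from the median IL6R level. The 4-gene score followed the B cell list in SSc-ILD (r = 0.745, rho = 0.759) and in IPF (r = 0.799, rho = 0.675), with adjusted p of 0.0007 and 0.000375 for r. In normal lungs the score followed the B cell list too (r = 0.523, rho = 0.577, permutation adjusted p = 0.0455 and 0.0267). It followed the lymphoid aggregate list with r = 0.590 in SSc-ILD and 0.790 in IPF.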
